A study of Mus musculus with 6 samples. Its data were reported in "Transcriptional profiling of mouse peripheral nerves to the single-cell level to build a sciatic nerve ATlas (SNAT)" (2021).

How the data were processed

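Sciatic nerves of mice at postnatal day 1 (P1) and postnatal day 60 (P60) were dissociated into suspensions of single cells, and 3 independent suspensions per age were run on the 10x Genomics Chromium platform, which captures single cells in droplets with barcoded beads and counts each captured RNA molecule by a unique molecular identifier (UMI). The mice, on the C57bl/6J background, carried a Cre-activated yellow fluorescent reporter, which labels Schwann cells, and a DsRed transgene expressed in all cells. Each suspension pooled animals of both sexes in equal numbers. DsRed-positive cells were sorted by FACS, and at P1 part of the Schwann cells were removed in the same sort, so the share of Schwann cells at P1 is set by the sort. The labels give the age and the replicate number of each of the 6 libraries and no date or batch. A cell list of the study numbers the library labelled P60 replicate 3 in another way, so the order of the replicate numbers is not certain, and the numbers given here are those of the labels.

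For each library the authors deposited a matrix of UMI counts per gene and barcode, the raw output of CellRanger after its own cell calling, with no normalization and no pooling of replicates. Barcodes that CellRanger did not call as cells were not used here, so free RNA in the suspensions was not measured in empty droplets. The methods name a human genome build, whereas the deposited gene identifiers are those of mouse genes, so the build and annotation behind the counts are not known. Coordinates were taken from the GENCODE M21 annotation of GRCm38 by Ensembl gene identifier; 41435 of the 41605 identifiers (99.6%) were found there, 39235 with the same symbol. For genes given with coordinates, other genes that overlap on the same strand are named; Pclaf, H19, Lef1, Neat1, Lgi1, Slc2a1, Xist and Col1a2 overlap another gene on the same strand as well. The methods do not say whether the counting used the strand, so reads of antisense genes cannot be set apart, and reads of near-identical copies (Cd209g and Cd209d, the haemoglobin genes, Hspa1a and Hspa1b, the H2 genes) may have been split between them.

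The steps after the counts followed the study's Seurat workflow with R 4.3.3 and Seurat 5.3.0. Barcodes with 500 to 5000 genes were kept, which left 11735 of 11827 barcodes at P1 and 12602 of 12683 at P60. The kept cells of each age were log-normalised, variable genes were selected by mean (0.0125 to 3) and dispersion (at least 0.5) among genes found in at least 3 cells, and cells were clustered on 10 principal components with 30 neighbours at resolution 0.5 for P1 and 0.4 for P60. This gave 2293 variable genes and 14 clusters at P1, and 2285 variable genes and 13 clusters at P60. The workflow that the methods refer to, described for cells sorted into plates, gives a normalization total of 100000. A total of 10000 UMIs per cell was used in its place, since the number of variable genes then lay nearer to that of the study; with 100000 it was 3102 at P1 and 3309 at P60. The random seed (1) and the order of the variable genes (without regard to letter case) were those used first.

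Clusters were named from lists of marker genes for 9 cell types and 3 fibroblast subtypes, fixed before the data were examined, as were the gene sets, the rule for naming genes, the main tests and, except where stated, the other settings below. The thresholds of the naming were set after the data were seen. A marker counted when its level in a cluster was at least 2 times that in the other cells (10 CPM added to both) and it was found in a share of at least 0.1 of the cells; a name needed 3 such markers, a subtype a lead of 2 over the next, and the top 10 genes by fold were not to hold more markers of another class. A P60 cluster with endothelial and mural markers was clustered again at resolution 0.3, as any mixed cluster of at least 100 cells would have been, and P60 then had 17 clusters. At P1, 1 cluster of 701 cells (5.97% of P1 cells, 0% of P60 cells) with 19.8% mitochondrial counts stayed unnamed, and at P60 270 cells in 3 clusters (2.14% of P60 cells, 0% of P1 cells) kept endothelial and mural markers together and were called mixed. Neither entered a class, and both were counted among the cells other than Schwann cells. Another P1 cluster of 652 cells, with medians of 21.8% mitochondrial counts and 2981 UMIs, was named Schwann and kept. The P60 Schwann cluster had a median of 2.735% mitochondrial counts. No cluster took the lymphatic endothelial, adipocyte, erythroid or skeletal muscle name; 1 of the 2 P60 endothelial clusters had the lymphatic marker Mmrn1 among its leading genes. Mural cells are pericytes and vascular smooth muscle cells together, and every class name stands for cells that are like that class by these markers.

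No doublets were removed beyond the limit of 5000 genes. As an alternative, cells were scored with Scrublet (scanpy 1.11.5) and the highest-scoring cells of each library were left out, as many as a doublet rate of 0.8% per 1000 cells gives (2.74% to 3.67% of each library). This replaced the threshold that Scrublet sets itself after that threshold was seen to move with rounding; it called 8 cells in P1 replicate 3 (0.198%) and 63 to 94 in the other libraries.

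For each class the raw counts of its cells were summed per library, so that the libraries were the replicates, and P60 was compared with P1 by the quasi-likelihood test of edgeR 4.0.16 (filterByExpr, TMM normalization) in classes with at least 10 cells in every library. Genes with a Benjamini-Hochberg adjusted p under 0.05 are called changed. Levels are CPM (UMIs of a gene relative to the normalised library size), and log2 fold changes are P60 against P1 with standard errors. The named genes of a class are the 3 with the largest rise and the 3 with the largest fall among called genes whose libraries of one age all lie above those of the other, with a mean of at least 100 CPM at the higher age and at least 0.25 times the mean of the highest class, cell type markers left out; the 10 Schwann stage genes, the genes of the cell-level comparisons and the members of a called gene set could be named as well. Any other gene named was chosen after its values were seen. Where 1 age had no UMI of a gene, the fold was computed against 3 counts and is a lower bound; with 1 to 3 UMIs the ratio of the pooled CPM is given with its 95% counting interval. All such intervals and limits cover counting error only.

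Sets of genes were tested per class with camera (limma 3.58.1, preset correlation 0.01, prior count 2), adjusted over all pairs of set and class, with fry as the second test. The sets were Schwann stage (10 genes), imprinted growth (11), cell cycle (22), dissociation response (18), MHC class I (11), extracellular matrix (15, of which 3 are also fibroblast markers), cholesterol synthesis (16), haemoglobin (4, all also erythroid markers) and Y-linked (4). Mki67 and Top2a are in both the stage and the cell cycle set, and Cdkn1c is in both the stage and the imprinted set. Whether the age effect of a set differed between a class and the mean of the other classes was tested with camera and fry in a model with an interaction term, which was not among the tests fixed beforehand. Shares of cells with a UMI were computed per library after each cell was thinned to 1500 UMIs, which left out 110 P60 cells (0.873%, 16 of them Schwann cells) and 0 P1 cells. Shares and log2 odds ratios (0.5 added to each count) were compared by exact two-sided permutation tests, whose smallest p is 0.1 with 3 libraries against 3 and 0.2 with 2 against 3. Intervals of shares are exact (Clopper-Pearson, 95%).

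The tests were tried on simulated counts drawn from the real means, dispersions and library sizes with 200 changed genes. Across the 7 comparisons, edgeR recovered 38 to 75 of 100 genes changed 2-fold and 83 to 96 of 100 changed 4-fold, the lowest in Schwann cells (11532 genes), and 1.85% to 12.0% of its calls were false, the most in endothelial cells (10665 genes). Camera called the changed set in 5 of 5 classes and 2 of 100 unchanged sets, by unadjusted p. The simulated genes were drawn independently, so the preset correlation of camera was not tested. Nor was the share of false calls tested with as many changed genes as edgeR called in the data (2812 to 8734 per comparison).

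The other settings tried were RLE size factors, library size alone, no filter and a filter of 10 counts in every library, DESeq2 1.42.0, the replicate number as a block, each library left out in turn, 50 cells drawn per library, only genes at 0.25 times the highest class or more, Scrublet calls removed, under 10% mitochondrial counts, barcodes with at least 200 genes, clusters made on all 6 libraries together, without the marker and set genes, or at resolution 1, an estimated correlation in camera, thinning to 1000 UMIs or none, and at least 2 UMIs for the sex of a cell. Leaving out cells of other classes with 10 or more UMIs of the fibroblast marker Dcn, clustering under seeds 2, 3 and 4, with the variable genes in another order or with a normalization total of 100000 were chosen after seeing the data. The result of 1 gene of the stage list is not reported here; the counts and set tests of the list include it. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the remaining steps.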

Results

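UMI counts of single cells were available for 6 libraries of mouse sciatic nerve, 3 from P1 and 3 from P60. At P1, replicates 1, 2 and 3 held 3495, 4197 and 4043 cells after the filter, and at P60 they held 3435, 4586 and 4581. The total was 26685231, 27461377 and 30334608 UMIs in the P1 libraries and 22116950, 26480736 and 20203440 UMIs in the P60 libraries. The median was 6794, 6077 and 6840 UMIs per cell at P1 and 5561, 4982.5 and 3627 at P60. The mean of these medians was 6570 ± 428 UMIs at P1 and 4724 ± 993 UMIs at P60 (SD, n = 3 libraries each), so P60 cells were shallower.

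The libraries of one age were first compared with each other. The Pearson correlation of log2 CPM across genes, which are not independent replicates, was 0.997 to 0.998 between the P1 libraries and 0.996 between P60 replicates 1 and 2. It was 0.978 to 0.981 between P60 replicate 3 and the other P60 libraries, and 0.898 to 0.916 between libraries of different age. The share of cells with more than 10% mitochondrial counts was 16.3% in P60 replicate 3, against 2.97% and 4.84% in P60 replicates 1 and 2 and 9.56% to 13.6% at P1. The labels give no batch, and no library of one age was marked as processed with one of the other, so age and a batch of libraries cannot be told apart.

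The composition of the nerve at both ages was compared as shares of cells. Clusters were named Schwann (3552 cells at P1, 421 at P60), fibroblast (5106 and 7840), endothelial (727 and 1814), mural (600 and 869) and immune (1049 and 1388). Among fibroblasts, 1307 P1 and 862 P60 cells were endoneurial and 1978 P1 and 4531 P60 cells were epineurial. Perineurial clusters held 2447 cells at P60 and 0 at P1, where 1821 fibroblasts had no subtype. With 3 of 5 other clusterings tried after seeing the data, 882 to 890 P1 cells took the perineurial name, so its absence at P1 depended on the clustering and no perineurial comparison is given.

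Schwann cells made up 30.3% ± 0.257 of P1 cells and 3.28% ± 1.00 of P60 cells (SD, n = 3 libraries each; exact permutation test, two-sided p = 0.1, the smallest this design allows). The study states that extraction efficiency affects its P60 share, which is not the share in the adult nerve. It holds that intact Schwann cells were likely extracted more efficiently at P1. The difference is thus no measure of a change in the nerve. Since Schwann cells were removed in the P1 sort only, the other shares were taken over cells other than Schwann cells. The endothelial share was 8.87% ± 0.389 at P1 and 14.8% ± 1.44 at P60, with no overlap between the ages (exact permutation p = 0.1). The fibroblast share was 62.5% ± 2.72 at P1 and 64.7% ± 5.08 at P60 (exact permutation p = 0.6), a difference within the spread between libraries. The fibroblast share moved most with clusters made at a normalization total of 100000, where the difference was -6.11 points in place of 2.18. It was -4.90 with cells under 10% mitochondrial counts. The 701 unnamed P1 cells count in the denominator only. With the total of 100000 no P1 cell stayed unnamed. P1 fibroblasts without a subtype then numbered 2276 in place of 1821, and endoneurial cells 1452 in place of 1307. The direction of the difference thus depends on the naming of such cells. In the same way, 270 mixed P60 cells are left out of the mural cells. The mural share was 7.33% ± 0.138 and 7.02% ± 2.43 (exact permutation p = 1), and it rose by 0.422 points without P60 replicate 1. The immune share was 12.9% ± 1.30 and 11.3% ± 1.77 (exact permutation p = 0.3).

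**Figure D1:**
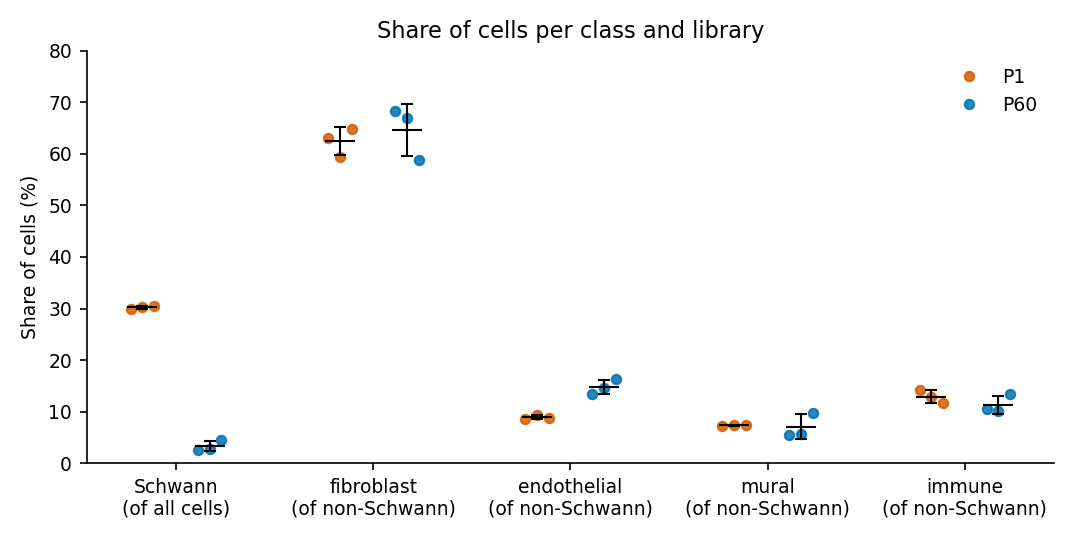
Share of cells in percent for each class, with a point per library, bars at the mean of 3 libraries and error bars of 1 SD, Schwann cells as a share of all cells and the other classes of cells other than Schwann cells. The endothelial shares of the P60 libraries, 13.5% to 16.3%, lie above those of the P1 libraries, 8.58% to 9.31%.

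Genes that differ between the ages within a class were sought next. In Schwann cells 4714 of 11747 genes were called by edgeR, 2499 higher and 2215 lower at P60. In fibroblasts 8734 of 14601 were called (4528 higher, 4206 lower), in endothelial cells 4356 of 10911 (2294 higher, 2062 lower), in mural cells 2812 of 8484 (1519 higher, 1293 lower) and in immune cells 3852 of 10264 (2088 higher, 1764 lower). Within fibroblasts, 4977 of 10745 genes were called in endoneurial cells (2553 higher, 2424 lower) and 5769 of 12251 in epineurial cells (2986 higher, 2783 lower). The CPM of the 3 libraries of one age all lay above those of the other for 47.7% to 68.8% of the genes tested in a class, where chance gives 10%. With 50 cells drawn per library, the setting that moved the counts most, 1222 genes were called in Schwann cells and 1859 in fibroblasts. Without P1 replicate 2, 2864 genes were called in Schwann cells. Scaling by library size alone moved the median log2 change of a class by up to 0.1001 and the split of higher against lower calls by up to 7.13 points. Lower calls then outnumbered higher ones in mural (1493 against 1318), immune (2125 against 1893) and endoneurial cells (2796 against 2263).

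**Figure D2:**
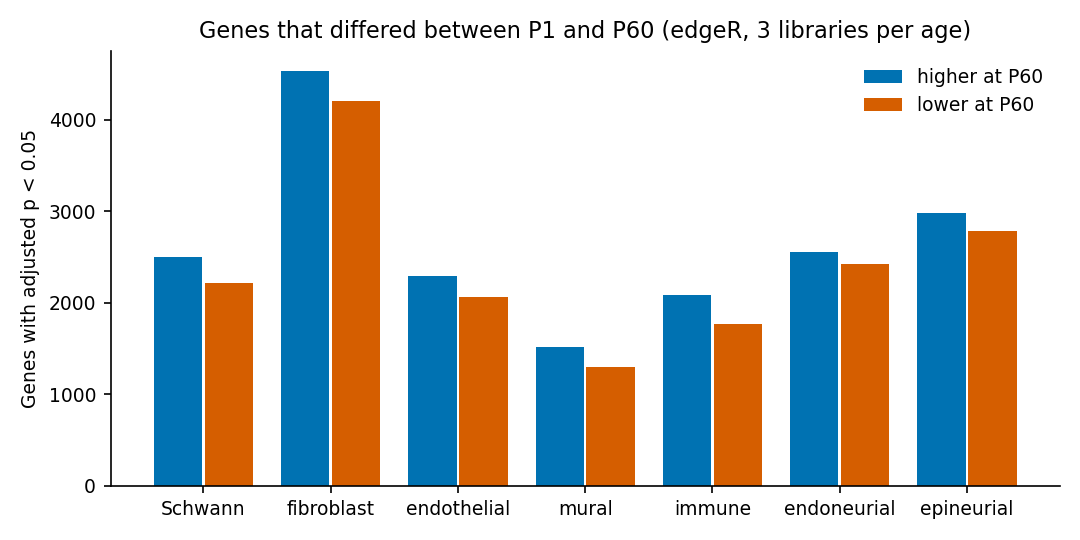
Number of genes called by edgeR (adjusted p under 0.05) as higher or lower at P60 than at P1, for each class and for endoneurial and epineurial fibroblasts, 3 libraries per age. Fibroblasts have the most calls, 4528 higher and 4206 lower, and mural cells the fewest, 1519 and 1293.

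In Schwann cells, C3 (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136 in GRCm38, overlapping Mir6978) had 2 UMIs at P1 and 397 at P60, a ratio of 3521.6 with a counting interval of 968.5 to 29179.6. Its level was 0.094 ± 0.082 CPM at P1 and 316 ± 36.6 CPM at P60 (SD, n = 3 libraries each; edgeR adjusted p = 1.8e-11). Cxcl13 (ENSMUSG00000023078, chromosome 5, 95956951 to 95961068) had 1 UMI at P1 and 145 at P60, a ratio of 2572.4 (454.5 to 102297.2), and its P60 libraries ranged from 32.4 to 216 CPM. Myoc (ENSMUSG00000026697, chromosome 1, 162639155 to 162649693) rose from 0.183 ± 0.066 to 231 ± 118 CPM (log2 change 9.97, SE 0.53, edgeR adjusted p = 1.7e-08). When cells with 10 or more Dcn UMIs were left out, at most 19.2% of the P60 Schwann level was left for Cxcl13 and Myoc and 55.6% for C3, which was then at 27.3% of its level in fibroblasts. Ednrb (ENSMUSG00000022122, chromosome 14, 103814625 to 103844402) fell from 748 ± 58.5 to 60.6 ± 10.6 CPM (log2 change -3.61, SE 0.18, edgeR adjusted p = 7.5e-09). Pclaf and 1500015O10Rik changed by -3.57 and -3.49 on the log2 scale.

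The study follows 10 genes along the Schwann cell lineage, from proliferation to myelination, and their levels were compared between the ages in Schwann cells. edgeR called 7 of the 10, and 7 when adjusted over the list alone. L1cam (ENSMUSG00000031391, chromosome X, 73853778 to 73896105, overlapping Arhgap4) rose from 27.7 ± 2.23 to 107 ± 66.2 CPM (log2 change 2.00, SE 0.30, edgeR adjusted p = 0.00016), and by 1.26 without P60 replicate 3. Ncmap rose by 0.60 on the log2 scale (SE 0.12). Cdkn1c (ENSMUSG00000037664, chromosome 7, 143458339 to 143461050) fell from 1882 ± 215 to 199 ± 143 CPM (log2 change -3.30, SE 0.33, edgeR adjusted p = 5.7e-06). Top2a (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189, overlapping Gm23451) fell from 115 ± 7.37 to 11.6 ± 10.7 CPM, with 0 UMIs in P60 replicate 3 (log2 change -3.47, SE 0.38, edgeR adjusted p = 1.4e-05). With 1 library left out, the change of Cdkn1c ranged from -4.09 to -3.05 and that of Top2a from -4.21 to -2.80. Mki67, Pou3f1 and Mbp changed by -1.21, -1.18 and -0.81. The call of Mbp was lost without P1 replicate 2 (adjusted p 0.060 by edgeR) and without P1 replicate 3 (0.054). Ngfr (log2 change 0.24, edgeR adjusted p = 0.37) and Ncam1 (0.07, 0.85) were not called. Without P60 replicate 3, Ncam1 (log2 change -0.51, adjusted p 0.0019) was called lower by edgeR. The study's bulk RNA of endoneurium-enriched nerves, which is not of Schwann cells alone, gave the opposite direction for Mbp and L1cam. There Mbp increased strongly after birth, and L1cam decreased from a peak before birth. Mki67, Top2a, Pou3f1, Cdkn1c and Ncmap moved the same way in both. The study also warns that dissociation and sorting may subsample Schwann cells of extensively myelinated nerves. An effect of age and of the P60 cells recovered cannot be told apart.

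**Figure D3:**
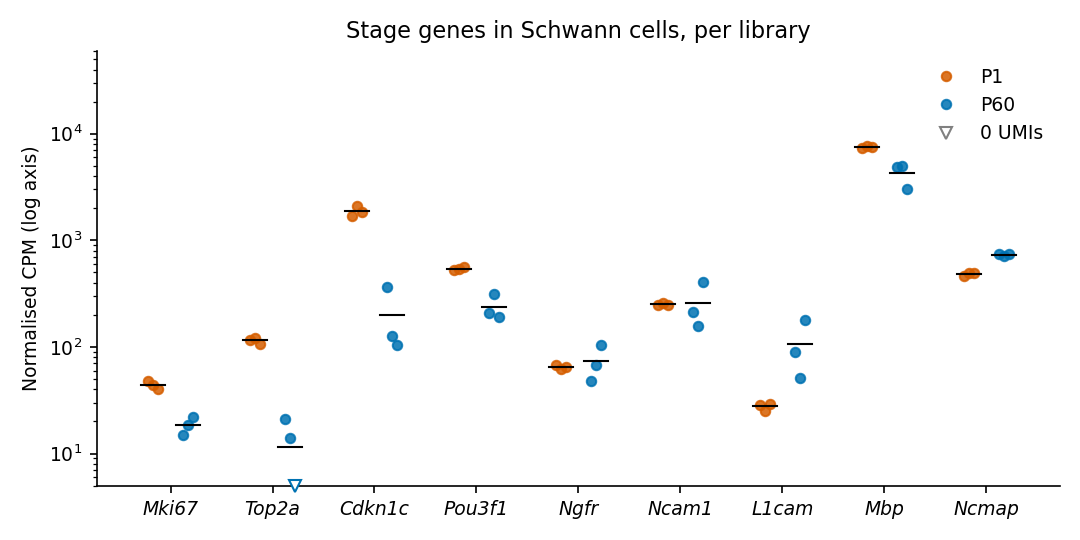
Level in Schwann cells of 9 of the genes the study follows along the lineage, in CPM on a log axis, with a point per library, black lines at the mean of 3 libraries and an open triangle at the foot of the axis for a library with 0 UMIs. Cdkn1c drops from a mean of 1882 CPM at P1 to 199 CPM at P60, and L1cam rises from 27.7 to 107 CPM.

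In fibroblasts Dlk1 (ENSMUSG00000040856, chromosome 12, 109452823 to 109463336) fell from 7133 ± 148 to 13.4 ± 2.22 CPM (log2 change -9.05, SE 0.16, edgeR adjusted p = 8.0e-09). Fbn2 and Agtr2 changed by -6.96 and -6.80. C3 rose from 0.933 ± 0.624 to 653 ± 56.9 CPM (log2 change 9.46, SE 0.29, edgeR adjusted p = 4.4e-08), and Inmt and Kcnj13 rose by 9.22 and 9.19. In epineurial cells Dlk1 changed by -11.26, Fbn2 by -7.42 and Agtr2 by -7.30, while C3 and Cxcl13 rose by 9.01 and 8.86. Comp had 2 UMIs in P1 epineurial cells and 3115 at P60, a ratio of 808.3 (223.6 to 6677.2). In endoneurial cells Igfbp2 (ENSMUSG00000039323, chromosome 1, 72824503 to 72852474) was at 282 ± 12.1 CPM at P1 and had 0 UMIs at P60, at least 291.4-fold lower. Cpxm2 (ENSMUSG00000030862, chromosome 7, 132032687 to 132154739, overlapping Fgfr2) had 0 UMIs at P1 and 841 at P60, at least 1146.2-fold higher. Myoc and Efemp1 rose by 11.30 and 8.56, and A230065H16Rik and Cd24a changed by -5.33 and -5.29.

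In endothelial cells Mest (ENSMUSG00000051855, chromosome 6, 30723547 to 30748465, overlapping Gm27522, Gm27568 and Mir335) fell from 1193 ± 118 to 7.46 ± 1.02 CPM (log2 change -7.31, SE 0.17, edgeR adjusted p = 2.5e-10). H19 and Tmem255a changed by -6.87 and -6.71. Slco1a4 (ENSMUSG00000030237, chromosome 6, 141805440 to 141856199) rose from 3.55 ± 2.21 to 809 ± 18.2 CPM (log2 change 7.83, SE 0.26, edgeR adjusted p = 4.7e-09), and Lef1 rose by 7.42. Degs2 had 1 UMI at P1 and 1733 at P60, a ratio of 969.5 (173.8 to 38315.6). In mural cells Fabp5 (ENSMUSG00000027533, chromosome 3, 10012548 to 10016607) fell from 1299 ± 58.1 to 39.9 ± 15.2 CPM (log2 change -5.08, SE 0.24, edgeR adjusted p = 8.9e-07). Lgi1 and Ctxn1 changed by -4.80 and -4.59, and Timp4 and Neat1 rose by 5.81 and 5.04. Pln (ENSMUSG00000038583, chromosome 10, 53337667 to 53345987) had 3 UMIs at P1 and 1501 at P60, a ratio of 460.7 (157.3 to 2236.5).

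In immune cells Retnla (ENSMUSG00000061100, chromosome 16, 48842551 to 48844461) had 0 UMIs at P1 and reached 16396 ± 4456 CPM at P60, at least 40759.5-fold higher. Its UMIs were also found at 104 to 237 CPM in the other P60 classes. Cd209g had 0 UMIs at P1 and was at least 398.5-fold higher at P60, and Cd209d had 2 UMIs at P1 and 1400 at P60, a ratio of 931.9 (257.5 to 7702.5). Cpa3 (chromosome 3, 20215620 to 20242181, overlapping Mir7007) had 1137 UMIs at P1 and 1 at P60, a ratio of 854.1 (153.0 to 33763.4). Of the 1049 P1 immune cells, 16 had a UMI of Cpa3 or Tpsb2. Tpsb2 was 380-fold lower at P60. S100a8 was 129-fold lower at P60, and its P1 libraries were at 124, 200 and 6.48 CPM (edgeR adjusted p = 0.0012).

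Gene sets fixed beforehand were compared between the ages in each class as the mean log2 change of the set relative to other genes. Camera called 32 of the 44 pairs of set and class. Of these, 29 also passed fry, which called 31, and 6 were called with an estimated correlation between genes, the setting that moved the count most. The cell cycle set was lower at P60 in all 5 classes, by -2.98 in Schwann cells, -3.66 in fibroblasts, -1.59 in endothelial, -2.40 in mural and -1.85 in immune cells; with a normalization total of 100000 in the clustering it was at -0.43 in mural cells and not called there (adjusted p 0.14). The imprinted growth set was lower in all 5 classes (-2.55, -3.93, -3.87, -2.81 and -2.75 in the same order). At P1 its median level in Schwann and immune cells, taken on the log2 scale, was 10.1% and 6.68% of that in fibroblasts. The fibroblast markers reached 10.2% and 6.36%. MHC class I was higher in all 5 (3.28, 2.46, 2.36, 1.61 and 0.75). Extracellular matrix genes were called lower in 4 classes (-1.49, -1.62, -1.02 and -1.03), and in Schwann cells the set was not called (-0.44), but was with cells of 10 or more Dcn UMIs left out (-0.9997, adjusted p 0.0072). Cholesterol synthesis genes were called lower in 4 classes (-0.47, -0.87, -0.71 and -0.62) and not in immune cells (0.0052), and the call in Schwann cells was lost without P1 replicate 3 (adjusted p 0.057). The dissociation response set was higher in Schwann (1.45), mural (0.63) and immune cells (0.48), lower in fibroblasts (-0.73) and not called in endothelial cells (-0.22). Without P60 replicate 3 it was at 0.31 in mural and 0.23 in immune cells and called in neither (adjusted p 0.075 and 0.16). The Schwann stage set was called lower in fibroblasts (-2.88), endothelial (-1.94), mural (-2.28) and immune cells (-1.38) and not in Schwann cells (-0.93). In the 4 classes where it was called, the median P1 level of Mbp, Pou3f1 and Ncmap was 1.33% to 2.31% of that in Schwann cells, under the 2.77% to 3.25% that the Schwann markers reached. Haemoglobin was called lower in endothelial cells (-5.62; not called without P1 replicate 3, P60 replicate 1 or P60 replicate 3, adjusted p 0.064 to 0.16) and not in the other 3 classes tested, and the Y-linked set was called in no class (camera adjusted p 0.49 to 0.96).

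**Figure D4:**
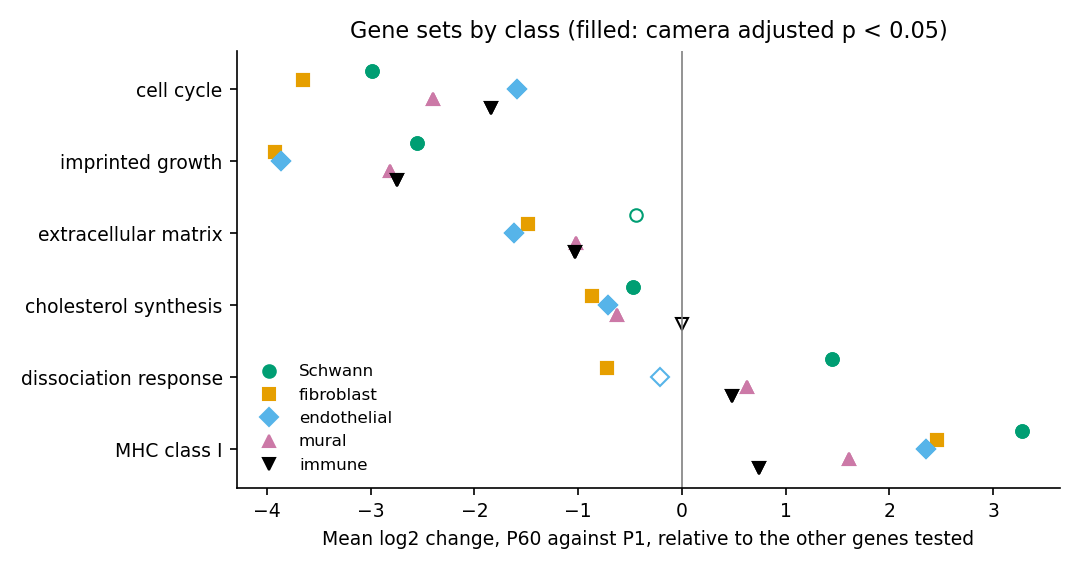
Mean log2 change from P1 to P60 of 6 gene sets relative to the other genes, in each of 5 classes, with filled symbols where camera gives an adjusted p under 0.05. The imprinted growth set lies lowest in fibroblasts (-3.93) and MHC class I highest in Schwann cells (3.28).

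Genes changed in the same direction in all 5 classes were counted to find changes not tied to one cell type. There were 641 among 7613 genes tested in all 5, 326 higher and 315 lower at P60, where 4.97 would be found if the classes were independent. Drawing 50 cells per library moved this most, to 67 genes among 2263. Without P1 replicate 2 there were 353, without P1 replicate 3 375 and without P1 replicate 1 398. The classes come from the same libraries, so they are not independent samples. Of the 641 genes, 314 (49.0%) lay in every class above the share that carried RNA of another class can reach.

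Proliferation was measured per cell as the share of cells with a UMI of Mki67 or Top2a after thinning to 1500 UMIs. It was 12.2% ± 1.29 in P1 and 2.51% ± 1.12 in P60 Schwann cells (SD, n = 3 libraries each; exact permutation test, p = 0.1, the smallest possible). In fibroblasts it was 6.50% ± 0.458 and 0.299% ± 0.0876, in endothelial cells 4.80% ± 1.93 and 0.718% ± 0.443, in mural cells 5.32% ± 0.339 and 0.569% ± 0.446, and in immune cells 11.7% ± 1.85 and 3.39% ± 0.279 (exact permutation p = 0.1 each). In Schwann cells 5.74% of P1 cells and 2.47% of P60 cells had a UMI of Mki67 after thinning, and 13.5% and 3.8% without thinning (median 5746.5 and 2333 UMIs). No class lacks these genes, and the lowest share with Mki67 was 0.167% in P60 fibroblasts (0.446% without thinning, median 5196.5 UMIs). Without thinning, the setting that moved the shares most, the difference in immune cells was -21.9 points in place of -8.32. In fibroblasts it was -10.1 points in place of -6.20 under clustering seed 2.

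**Figure D5:**
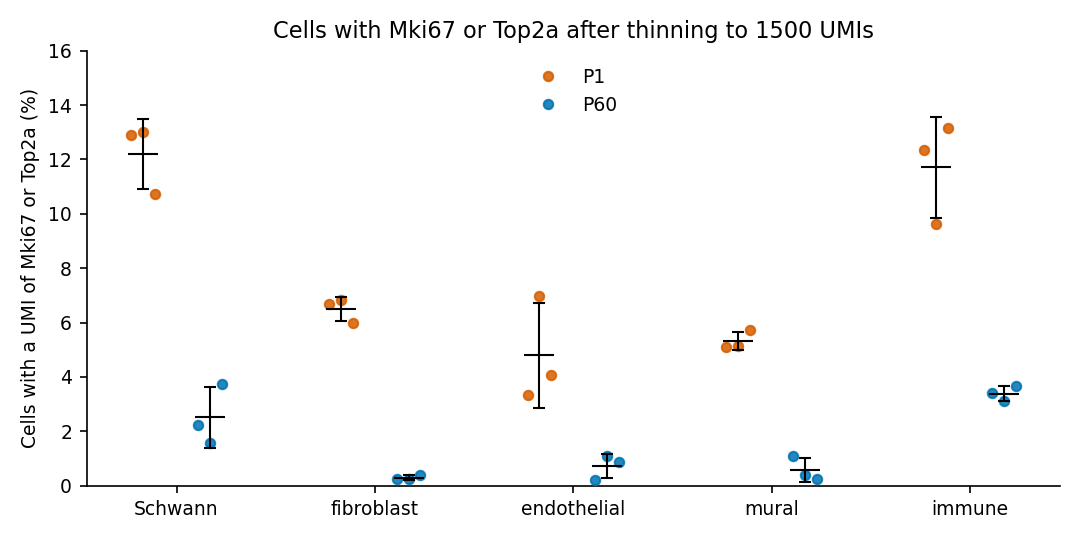
Percent of cells with a UMI of Mki67 or Top2a after thinning to 1500 UMIs, with a point per library, the mean of 3 libraries and error bars of 1 SD, by class and age. The share at P60 is lower in every class, from 12.2% to 2.51% in Schwann cells and from 6.50% to 0.299% in fibroblasts.

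The study described endothelial clusters led by Cldn5 and by Cd300lg at P60, so the association of the genes within single endothelial cells was compared. The log2 odds ratio of finding both was -0.51 ± 0.42 at P1 and -2.04 ± 0.35 at P60 (SD, n = 3 libraries each; exact permutation test, p = 0.1). The difference moved most without thinning, to -3.17 in place of -1.53. After thinning, Cldn5 (ENSMUSG00000041378, chromosome 16, 18776847 to 18778262) was found in 81.3% of P1 and 74.8% of P60 endothelial cells (95.5% and 80.3% without thinning, median 6288 and 4483 UMIs). In mural cells, which served as the class lacking it, it was found in 0.5% and 4.52% (2.67% and 9.55% without thinning, median 4724 and 3399 UMIs). Cd300lg (ENSMUSG00000017309, chromosome 11, 102041509 to 102055620) was found in 19.1% and 23.1% of endothelial cells (49.1% and 39.4% without thinning). In mural cells it was found in 0 of 600 at P1 (exact 95% interval up to 0.613%) and in 2.78% at P60 (0.167% and 5.75% without thinning). At the level of the class, Cldn5 rose by 1.05 on the log2 scale (SE 0.11, edgeR adjusted p = 1.3e-05), Slc2a1 rose by 3.38 (SE 0.14), and Cd300lg was not called (0.32, edgeR adjusted p = 0.058).

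The study also saw a small P60 cluster with the endothelial gene Pecam1 and the mural gene Pdgfrb. Outside the Schwann, fibroblast and immune classes, 0.445% ± 0.138 of P1 cells and 4.003% ± 0.459 of P60 cells had a UMI of both after thinning (SD, n = 3 libraries each; exact permutation test, p = 0.1). Without thinning the difference was 11.02 points in place of 3.56. Pecam1 was found in 67.3% of P60 endothelial cells and 3.24% of P60 mural cells after thinning (92.2% and 6.21% without). Pdgfrb was found in 43.6% of P60 mural cells and 1.55% of P60 endothelial cells (65.9% and 5.18% without).

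Pools were made from both sexes in equal numbers, and the share of female cells was estimated from Xist and the Y-linked genes. Among cells with either, 57.7% ± 1.59 at P1 and 64.4% ± 0.984 at P60 had Xist and no Y-linked UMI (SD, n = 3 libraries each), 61.0% ± 3.86 over all 6. The share ranged from 56.7% (exact 95% interval 54.99% to 58.4%) in P1 replicate 3 to 65.2% (63.6% to 66.8%) in P60 replicate 2. Over all 6 libraries it rose to 76.5% when cells were thinned to 1500 UMIs and to 72.7% with at least 2 UMIs, so its size depended on the setting. The difference between the ages did as well. After thinning the ages overlapped, at 75.8% ± 1.5 at P1 and 77.2% ± 2.8 at P60. With at least 2 UMIs the share was 68.3% ± 1.9 at P1 and 77.2% ± 0.9 at P60.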

Values the study reported

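The study kept 11339 cells at P1 and 12428 cells at P60 after its filters. Schwann cells numbered 3175, or 28% of the cells, at P1 and 414, or 3.3%, at P60. The study states that extraction efficiency affects the P60 value, which is not the share of Schwann cells in the adult nerve. It selected 2145 variable genes at P1 and 2240 at P60.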

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

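The comparison of the classes was not among the tests fixed beforehand, and the tests of carried RNA and of handling were chosen after the result was seen; the count over other splits and the test at equal total UMIs were written before their results were seen. The age effect of a gene set in a class was set against the mean age effect in the other 4 classes, and 19 of 45 pairs of set and class differed past both camera and fry (20 by camera and 22 by fry). The differences of a set cancel over the classes by construction, so a large one in a class pushes the others the opposite way. The 19 pairs are therefore not separate findings. In Schwann cells the differences, on the log2 scale, were 1.2798 for MHC class I, 1.2036 for the stage genes, 1.3745 for the dissociation response, 0.8984 for extracellular matrix and 0.8937 for imprinted growth. In endothelial cells they were 1.1678 for the cell cycle, -0.6395 for the dissociation response, -0.6977 for extracellular matrix and -0.8569 for imprinted growth. In fibroblasts they were 0.3617 for MHC class I, -1.0058 for the stage genes, -0.3616 for cholesterol synthesis, -1.2828 for the dissociation response and -0.6922 for imprinted growth. In immune cells they were -1.5349 for MHC class I, 0.6667 for cholesterol synthesis and 0.1797 for the dissociation response, and in mural cells -0.6478 for MHC class I and 0.3682 for the dissociation response. No library was tested here for lying apart from its group. P60 replicate 3 correlated less with the other P60 libraries (0.978 to 0.981) than these did with each other (0.996).

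Of the 10 splits of the 6 libraries, 1 gave as many such pairs, the split by age itself. The other splits gave 0 past both tests after adjustment and at most 2 without it. Each of them has both ages in both groups, so the age effect adds to the spread within groups and lowers the calls. Their low counts therefore cannot decide on a grouping by accident, and 10 splits are too few to exclude one. A difference in total UMIs was set against the same differences with every class of every library thinned to 329339 UMIs in total; UMIs per cell and numbers of cells were not matched. A median of 92.34% of the difference was left, 19 of 19 pairs kept their direction, the lowest kept 53.16%, and 16 passed both tests again. The 3 that did not were MHC class I in fibroblasts (0.3257), extracellular matrix in endothelial cells (-0.3709) and the dissociation response in immune cells (0.2397). This argues against total UMIs as the cause of the pattern as a whole. Age and an unlabelled batch cannot be told apart for any of the pairs.

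RNA of other classes was weighed for the Schwann cell differences, since fibroblast markers reached a median of 32.495% of the fibroblast level in P60 Schwann cells and 10.522% in P1 Schwann cells. For imprinted growth the median was taken on the log2 scale, where the P1 value was 10.195%. For MHC class I, the P60 Schwann level was a median of 2.889 times what RNA of the other classes would bring at the share of their markers (1.436 to 3.768 over 11 genes). It kept 101.259% of its level without cells of 10 or more Dcn UMIs, and 9 of the 11 genes were above the fibroblast level, which argues against carried RNA. A test written earlier compared the median MHC level in P60 Schwann cells as a share of that in the highest class (36.155%) with that of the fibroblast markers and left the question open, and it was replaced after its result was seen. A change in Schwann cells with age remains a hypothesis. The H2 genes of the set are near-identical copies and their split is uncertain.

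For extracellular matrix, leaving out the cells with 10 or more Dcn UMIs moved the Schwann value from -0.4438 to -0.9997, against a mean of -1.2881 in the other classes, which closed 65.84% of the gap. Fibroblast RNA in Schwann cell droplets may therefore account for most of that difference. For the stage genes outside Schwann cells, Mbp, Pou3f1 and Ncmap were at a median of at most 2.314% of the Schwann level at P1 in the 4 other classes, no more than the Schwann markers, so their fall there may be Schwann cell RNA that was more abundant at P1 (in mural cells Mbp alone was tested). Pou3f1 by itself was above the marker median in endothelial (3.482% against 3.09%), mural (3.516% against 2.774%) and immune cells (3.206% against 3.107%). It was below that median in fibroblasts (2.077% against 3.251%), and within the range of single markers in all of these classes. Ngfr, Cdkn1c, Mki67 and Top2a were at no less than 55.822% of the Schwann level in fibroblasts, and at a median of 24.892% in endothelial, 42.57% in mural and 54.558% in immune cells (the lowest, Cdkn1c in immune cells, at 7.081%), where the Schwann markers were at a median of 2.774% to 3.251%. The 4 genes tended to rank above the 10 markers in each class (rank test p 0.002 to 0.024), though single markers reached 57.426% in fibroblasts, 75.237% in mural and 35.33% in immune cells. This argues against that source for these 4 genes as a set. In the 3 classes other than fibroblasts, Mki67 and Top2a were also at no less than 41.736% of the fibroblast level, where fibroblast markers were at a median of at most 7.524% in each class and single markers at up to 12.134% in endothelial, 44.579% in mural and 24.422% in immune cells, all below both genes in the same class, which argues against fibroblast RNA. Ngfr was there at up to 1.913 times the share of the fibroblast markers, so fibroblast RNA may account for its fall in these classes. Cdkn1c was at 18.434% of the fibroblast level in endothelial cells, above each of the 10 markers, which argues against fibroblast RNA there. It was at 6.676% in immune cells, near the median of the markers, where fibroblast RNA may account for its fall. In mural cells it was at 27.764%, above the median and within the range of the markers, so fibroblast RNA and expression cannot be told apart.

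For imprinted growth, the median level at P1 as a share of the fibroblast level lay above that of the fibroblast markers by 2.025 on the log2 scale in endothelial cells and by 1.918 in mural cells, which argues against fibroblast RNA there. In Schwann and immune cells the difference was at most 0.072, so fibroblast RNA may account for the fall of the set in these classes. Single members can lie apart from the median. At P1 Cdkn1c was at 1835.166 CPM in Schwann and 129.943 CPM in immune cells, against 1946.309 CPM in fibroblasts. The imprinted growth pattern was split into its parts after the results were seen. For the dissociation response, the set fell by -0.7252 in fibroblasts and rose by 1.4482 in Schwann cells of the same suspensions. Handling can act on each class in its own way, no value here decides on it, and handling and an effect of age cannot be told apart. The cell cycle, cholesterol synthesis and mural differences were weighed only by total UMIs and splits. The same holds for MHC class I in immune cells and fibroblasts, extracellular matrix in endothelial cells and imprinted growth in fibroblasts. A difference between classes with age stays open for all of these.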

How the results depend on the processing

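The comparison without Dcn-rich cells, the 3 other clustering seeds, the other gene order and the normalization total of 100000 were chosen after seeing the data, as was the rule for the cells that Scrublet calls, and the other settings before. For all values below the cause was not tested, except where stated. The balance of higher against lower calls, which turned in some classes with library size alone, is not among the results counted here. Some settings kept the direction and the side of the threshold of each result answering a comparison on which they were run, and moved its counts by less than 1.5 times, though single genes and sets changed, as given below. These were, with the number of such results, RLE size factors (10), library size alone (8), no filter (8), DESeq2 (9), only genes at 0.25 times the highest class or more (8), Scrublet calls removed (21), cells without Dcn-rich droplets (7), fry (1, the set pairs), resolution 1 (5, the shares of cells), and thinning to 1000 UMIs or none (7 each, the comparisons within single cells). The replicate numbers did not pair the libraries: the correlation of deviations of libraries with the same number was -0.0788 to 0.0895, and -0.098 to 0.0895 over all pairs of a P1 and a P60 library whatever their numbers. With the replicate block, 4040 genes were called in Schwann cells, 8792 in fibroblasts, 4569 in endothelial, 2777 in mural, 3731 in immune, 4733 in endoneurial and 6019 in epineurial cells, 628 were shared, 32 set pairs and 7 stage genes were called, and Ncam1 was at -0.0335.

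Drawing 50 cells per library gave fewer calls: 1222 in Schwann cells, 1859 in fibroblasts, 1307 in endothelial, 951 in mural, 762 in immune, 1435 in endoneurial and 1122 in epineurial cells, and 67 shared genes. These fits had fewer UMIs by construction. In the same setting Ngfr changed by -0.0253. At least 10 counts in every library left 2500 calls in Schwann cells, since fewer genes were tested. An estimated correlation in camera left 6 set pairs.

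The difference in fibroblast share, 2.18 points and within the spread between libraries, was -2.0486 with clusters made on all 6 libraries together, -4.8956 under 10% mitochondrial counts, -0.9798 without the marker and set genes and -0.3392 with seed 2. The difference in mural share, -0.307 points, was 0.1788 with barcodes of at least 200 genes. The female share was 76.477% after thinning and 72.737% with at least 2 UMIs, in place of 61.0%. Y-linked genes in immune cells were at -0.0052 without Dcn-rich cells, in place of 0.0009. Ncam1, not called, was at -0.0189 with no filter, -0.0214 with DESeq2, -0.0076 under 10% mitochondrial counts, -0.0213, -0.0186 and -0.0200 with seeds 2, 3 and 4, and -0.0202 with another gene order.

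Across the 6 fits that each left out 1 library, 2864 to 4683 genes were called in Schwann cells, with 2989, 2864 and 2898 without P1 replicates 1, 2 and 3. Shared genes ranged from 353 to 724. The difference in fibroblast share ranged from 0.399 to 5.0898 points and that in immune share from -2.5637 to -0.8805. The difference in mural share ranged from -1.7083 (without P60 replicate 3) to 0.4223 (without P60 replicate 1), the Y-linked set in immune cells from -0.1148 to 0.0687, cholesterol synthesis in immune cells from -0.108 to 0.0851, Ngfr from -0.1759 to 0.3642 and Ncam1 from -0.5056 to 0.2122. The other class counts ranged from 7586 to 10544 in fibroblasts, 3401 to 5031 in endothelial, 1939 to 3155 in mural, 2962 to 4168 in immune, 3825 to 5291 in endoneurial and 4603 to 7203 in epineurial cells. Set pairs ranged from 29 to 33, and stage genes from 6 to 9.

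The stage calls moved by single genes. Mbp was not called without P1 replicate 2 or 3, with 50 cells (0.06612) and without Dcn-rich cells (0.08458). Ngfr was called higher with clusters made on all 6 libraries together (0.6794, adjusted p 0.02613).

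With the other seeds and the other gene order the clusterings named 442 to 444 P60 Schwann cells in place of 421 and called 5145 to 5204 genes in them, with 94.1% to 94.48% of the main calls kept. They called 4996 to 5773 genes in epineurial cells, 662 to 669 shared genes and 32 set pairs. With seeds 2, 3 and 4, P1 had 883, 890 and 882 perineurial cells, and perineurial fits called 6273, 6287 and 6268 genes; the Scrublet and mitochondrial settings called 6273 and 7556. In Schwann cells the rule for naming genes took Cldn22 and Top2a in place of Myoc and 1500015O10Rik in all 4.

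With a normalization total of 100000, the total given in the workflow the study refers to, 981 cells changed class and 454 P60 Schwann cells were named. The difference in fibroblast share was -6.1078 points (exact permutation p = 0.1, the smallest possible). In Schwann cells 5233 genes were called, 93.72% of the main calls among them, and the other classes called 2616 to 8706. There were 637 shared genes, 8 stage genes and 33 set pairs. The cell cycle set was no longer called in mural cells (-0.4294, adjusted p 0.141), and the stage set in Schwann cells (-1.1036, adjusted p 0.04889) and haemoglobin in fibroblasts (-5.4428) were. Y-linked genes in immune cells were at -0.018, cholesterol synthesis in immune cells at -0.004, Ngfr at -0.0645 and Ncam1 at -0.0529, none of them called. The naming rule took C4b and Top2a in place of Myoc and 1500015O10Rik.

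Without Dcn-rich cells 4052 genes were called in Schwann cells, 3731 of them among the 4714, and 519 were shared. Among results that answer no comparison, 53 changed in 34 results under the settings other than leaving out 1 library (33 weaker, 6 stronger, 14 reversed), 26 of the weaker from the estimated correlation, and 17 in 11 results when 1 library was left out (8 weaker, 2 stronger, 7 reversed). The Schwann results are limited by the number of cells, 90 to 203 per P60 library. They may also be limited by which P60 Schwann cells were recovered. Of the P1 Schwann cells, 652 lay in a cluster with a median of 21.8% mitochondrial counts, against 2.735% in the P60 Schwann cluster. With cells under 10% mitochondrial counts, 5373 genes were called in Schwann cells, 92.66% of the main calls among them.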

Other observations

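The tests in this part on shared genes, the P1 cluster without a subtype, C3, Cxcl13 and Myoc, free RNA in Schwann cell droplets, the level of Nr1d1 across classes and the P60 library low in Dbp were chosen after the result was seen, and the others before. Nr1d1 and Dbp were named after their values were seen.

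The numbers of genes called were set against the 10 splits of the 6 libraries into groups of 3. For each of the 7 comparisons, 1 of 10 splits gave as many genes, the split by age. The other splits gave 0 genes after adjustment and without it at most 82 in Schwann cells, 129 in fibroblasts, 238 in endothelial, 146 in mural, 158 in immune, 113 in endoneurial and 219 in epineurial cells. For the 10 stage genes and the genes shared by all 5 classes, 1 of 10 splits gave as many, and the other splits gave 0 after adjustment and at most 1 without it. For the gene sets 1 of 10 splits gave as many pairs, and the other splits gave up to 28 (median 24) against 32 by age. Each of the other splits has 2 libraries of one age and 1 of the other in a group, so part of the age effect stays in them. The age effect also adds to the spread within groups, which lowers the calls of genes. The low counts of genes in the other splits therefore cannot decide on a grouping by accident.

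At P60, 270 cells had endothelial and mural markers together. Random doublets would hold both sexes often: pairs drawn from endothelial and mural cells had Xist with a Y-linked UMI in 33.096% of cases. Of the mixed cells with either, 6.855% (17 of 248; 95% interval 4.044% to 10.749%) had both, against 5.7% of endothelial and 4.523% of mural cells, which argues against random doublets. The median UMI count of mixed cells was 1.046 times the sum of the endothelial and mural medians (1.023, 1.097 and 1.018 in the 3 P60 libraries). Undissociated pairs of an endothelial and a mural cell may therefore have made them, and a cell type with both sets of genes and a high RNA content was not tested. Scrublet called 8.889% of the mixed cells, 6.615% of endothelial and 5.063% of mural cells.

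The 641 genes changed alike in all 5 classes may in part reflect RNA of one class in the droplets of others. For 314 of them (48.99%; 94 higher and 220 lower at P60) the level in every class was above the share that carried RNA reaches, which argues against that source. The other 327 (51.01%) lay at or under it in at least 1 class, so carried RNA and a change in each class cannot be told apart for these. The first test, with a limit of 0.25 times the highest level, put 45.71% under it and was replaced after its result was seen.

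P1 fibroblast cluster 2, of 1225 cells without a subtype name, correlated most with P60 perineurial cells in all 3 P1 libraries across 624 genes that are not markers (0.676 to 0.693), and it may hold cells of the perineurial lineage. Under another seed up to 72% of these cells took the perineurial name (71.918% under seed 4, and 0% with the variable genes in another order), so the limits of this cluster shift with the random seed. Both may hold at once.

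Fibroblast markers in P60 Schwann cells were concentrated: the tenth of the cells with the most held at least 53.12% of the marker UMIs, where the tenth with the most UMIs held 23.35% to 24.82% of all UMIs. This argues against free RNA at one level in every droplet. A first test of free RNA gave no decision and was replaced after its result was seen. The Schwann cells with the highest marker shares (the upper 0.25 of cells) had 0.63 times the median UMIs of fibroblasts (0.568, 0.818 and 0.504 in the 3 libraries), which lies between the values written for and against droplets with a Schwann cell and a fibroblast, so these cannot be told apart. The rise of Cxcl13 and Myoc in Schwann cells may come from fibroblast RNA: at most 19.185% of their Schwann level was left without cells of 10 or more Dcn UMIs, against a median of 31.047% for the fibroblast markers. For C3, 55.616% of the Schwann level was left, above the median of the markers and under the 73.9% of the marker Col1a2, and this was 27.305% of the fibroblast level, within the 2.22% to 38.054% of the markers, so fibroblast RNA and expression cannot be told apart. A first test, on their median share of the fibroblast level (46.894%), pointed to fibroblast RNA for all 3 and was replaced after its result was seen.

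Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) rose with age by 3.70 on the log2 scale in Schwann cells, 5.12 in fibroblasts, 3.78 in endothelial, 4.32 in mural and 3.47 in immune cells, higher in 3 of 3 P60 libraries in each. Outside Schwann cells the lowest class, immune cells, had 25.35% of the level of the highest. Markers of these classes reached a median of at most 8.738% elsewhere. Single fibroblast markers reached 24.422% in immune and 44.579% in mural cells at P1, so carried RNA is not excluded in immune cells. In endothelial and mural cells Nr1d1 was at 108.25 and 93.455 CPM at P60, near the 109.187 CPM of fibroblasts, which argues against carried RNA there. In Schwann cells 86.83% of the level was left without cells of 10 or more Dcn UMIs, which argues against fibroblast RNA. A list of 11 clock genes was written after Nr1d1 had been noticed. If the clock stood at another phase, genes listed as peaking with Nr1d1 would rise and those against it fall. Of 32 called pairs of clock gene and class, 84.38% moved as listed, but this came from 27 of 28 pairs listed with Nr1d1, while 0 of 4 listed against it fell. Clock phase, amplitude and an effect of age cannot be told apart, and the hour of collection is not known. In P60 replicate 3, Dbp was the lowest of the P60 libraries in 5 of 5 classes, and the genes listed against Nr1d1 were highest there in 90% of 10 pairs, where chance gives 33.3%. Of 35 pairs of a class and Nr1d1 or a gene listed with it other than Dbp, 17 were lowest in that library and 13 highest: Nr1d1 was lowest in 3 classes and highest in 1, and Nr1d2 and Per1 were highest in 4 classes each. Since the lists disagree, a clock phase that differed between the P60 libraries and another difference of that library cannot be told apart.

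The fall of Cpa3 and Tpsb2 in immune cells may reflect a small group of cells found at P1: 16 of 1049 P1 immune cells had either gene and 8 had both, so 52 cells (5%) held 100% of the UMIs of both. S100a8 was not tested in this way.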
